A study of Homo sapiens with 30 samples.

How the data were processed

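RNA was sequenced from 30 libraries in 10 groups of 3, taken from a pair of Flp-In T-REx HEK293 cell lines that carry GFP-tagged TIA1a, wild-type (WT) or with the Welander distal myopathy mutation (WDM). Per the labels, 18 libraries came from cytosol extracts and 12 from immunopurified TIA1 stress granules. The series' design text describes the second fraction as granule cores, pelleted at high speed from the lysate and pulled down through the GFP tag. Libraries were stranded total-RNA libraries made after rRNA removal (TruSeq with Ribo-Zero Gold), per the labels. Groups and replicate numbers were taken from the sample titles.

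The values are raw read counts per gene, deposited by the authors as 1 table with a column for each library and no pooling. Neither the labels nor the table's header state the aligner, the counter and its handling of strand and of overlapping genes, the annotation release or any read filter. The table holds 60664 genes, of which 40609 carry a name and 20055 carry only an Ensembl identifier. Its coordinates were compared with the GENCODE v44 annotation of GRCh38. Of the identifiers, 60463 were found there, all 60463 on the same chromosome and 56693 with an identical start and end, so coordinates are given as GRCh38. Because the counter is not stated, values of genes that overlap other genes, and of genes with near-identical copies, are uncertain.

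Total counts per library ran from 5906167 to 27419145. A count of 0 allows up to 3 counts, which corresponds to 0.109 to 0.508 CPM (counts scaled to library size) depending on the library. Where every library of the lower group had 3 counts or fewer, the fold was computed against 3 counts in that group's smallest library and is given as "at least". Where a library reached 3 counts (KCNT2 untreated and ZNF804A with tetracycline in cytosol, and ZNF22 in arsenite-treated granules), the true level can exceed that floor, and the fold is relative to the floor rather than a confidence limit. These floors cover counting error only, since reads without molecular identifiers are not independent molecules. Replicates were compared before they were averaged. Over genes with at least 20 counts in a pair, the chi-square statistic per degree of freedom between libraries of a group ran from 1.63 to 40.7, and the correlation of log2 CPM from 0.982 to 0.994. No pair therefore looked like a repeated deposit of 1 library, and every group kept 3 replicates.

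Differences were tested with edgeR 4.0.16 in R 4.3.3 on the deposited counts. Genes were filtered with filterByExpr (minimum count 10, minimum total 15), libraries were scaled with TMM factors, and a group-means model was fitted with the robust quasi-likelihood method. The F-test's p-values were adjusted by Benjamini-Hochberg over all genes tested in a comparison. A gene was called at an adjusted p under 0.05, and the number with an absolute log2 fold change of at least 1 was counted as well. The 18 cytosol libraries were fitted together (16670 genes tested, biological coefficient of variation 0.103). The 12 granule libraries were fitted together (18366 genes, 0.161). Comparisons between fractions used the 24 libraries of tetracycline-treated cells (18141 genes, 0.145). There were 21 comparisons, 15 between a pair of groups and 6 interactions. The labels give no batch, so no batch was modelled. CPM values in the text are means ± SD over 3 libraries. Principal components were computed on log2 CPM with a prior count of 2.

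Gene lists were tested with camera and fry of limma 3.58.1 on log2 CPM, camera with its preset correlation between genes. Its p-values were adjusted by Benjamini-Hochberg over the 10 list tests. The relation of granule enrichment to transcript length is Spearman's rho across genes, with the longest GENCODE transcript of each gene, and carries no p-value because genes are not independent replicates. Overlaps between genes were computed with bedtools 2.31.1. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

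The groups, the tests, the fitted samples, the gene lists, the rule for named genes and most alternatives were set before the data were examined. Genes are named by this rule: TIA1 and its paralog TIAL1, the members of the lists, and for each pair of groups up to 3 higher and 3 lower genes. Those had a symbol, an adjusted p under 0.05, a mean of at least 5 CPM in the higher group and every library of one group above every library of the other, and were taken by largest absolute log2 fold change. For an interaction the 3 genes with the smallest p, a symbol and a mean of at least 5 CPM were taken. Genes named outside the rule are marked as chosen after their values were seen.

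The alternatives were RLE factors, library size alone, no low-count filter (genes with at least 1 count), the replicate number as a block, each library left out in turn, a fit of only the groups compared, and DESeq2 1.42.0. Offsets that remove each library's trend with GC content or with gene span (lowess span 0.3) were added after the data had been seen.

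Whether the replicate numbers pair the libraries was checked by correlating same-numbered libraries' deviations from their group means. Every pair exceeded 0.1 in 2 comparisons. In the granule arsenite comparison of the WDM line the correlations were 0.464, 0.108 and 0.236, and between the fractions of the arsenite-treated WDM line 0.351, 0.568 and 0.311. The pairing comes from the numbers in the sample titles.

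The edgeR script was tested on simulated data with the real libraries' means and sizes. Among 16670 simulated genes, 200 were changed; 185 were called, 176 of them changed genes (88%), 4.86% of the calls were unchanged genes and the slope of fitted on true log2 fold change was 0.998. A comparison without change gave 0 calls. The interaction test called 163 genes, of which 157 were changed (78.5% of the changed genes). Simulated genes were independent, and each had the same spread in every group. Trends shared across a library and unequal spread between groups were not simulated, so error rates under them were not tested.

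No protein or imaging data were used here, and no transgene-specific count was analysed. Genes below the count filter were left out of the tests. The untreated condition was measured in cytosol libraries, so the granule comparisons start from tetracycline-treated cells.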

Results

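HEK293 is an established human embryonic kidney cell line, and its Flp-In T-REx derivative holds a docking site for a transgene that tetracycline switches on. The pair of lines studied here carry GFP fused to TIA1a, an RNA-binding protein of stress granules, which are RNA-protein assemblies that form when translation is blocked under stress. One line carries the wild-type protein (WT) and the other the protein with the mutation of Welander distal myopathy (WDM), a late-onset muscle disease. The series is concerned with how granules of this kind change when cells are oxidatively stressed. Cells were left untreated, treated with tetracycline, or treated with tetracycline and then with 0.5 mM sodium arsenite for 60 min. Cytosol RNA was sequenced from all 3 conditions of both lines, in 18 libraries. RNA of the granule fraction, which is the high-speed pellet pulled down through GFP, was sequenced from tetracycline-treated cells with and without arsenite, in 12 libraries. Each of the 10 groups had 3 replicates.

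Sequencing depth, as the total count per library, differed more among granule libraries than among cytosol libraries. In untreated cytosol it was 9500101 to 10362221 counts in WT and 11433211 to 14339211 in WDM. With tetracycline, cytosol libraries had 12336703 to 13546512 counts in WT and 7971585 to 18884843 in WDM, and with arsenite 12499022 to 13105930 in WT and 13295864 to 16761512 in WDM. Granule libraries without arsenite had 5906167 to 25176605 counts in WT and 10085902 to 16335526 in WDM. Those with arsenite had 18864056 to 26935119 in WT and 22179071 to 27419145 in WDM. The first principal component held 70.6% of the variance and separated the fractions, and the second held 7.54% and separated the lines.

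**Figure D1:**
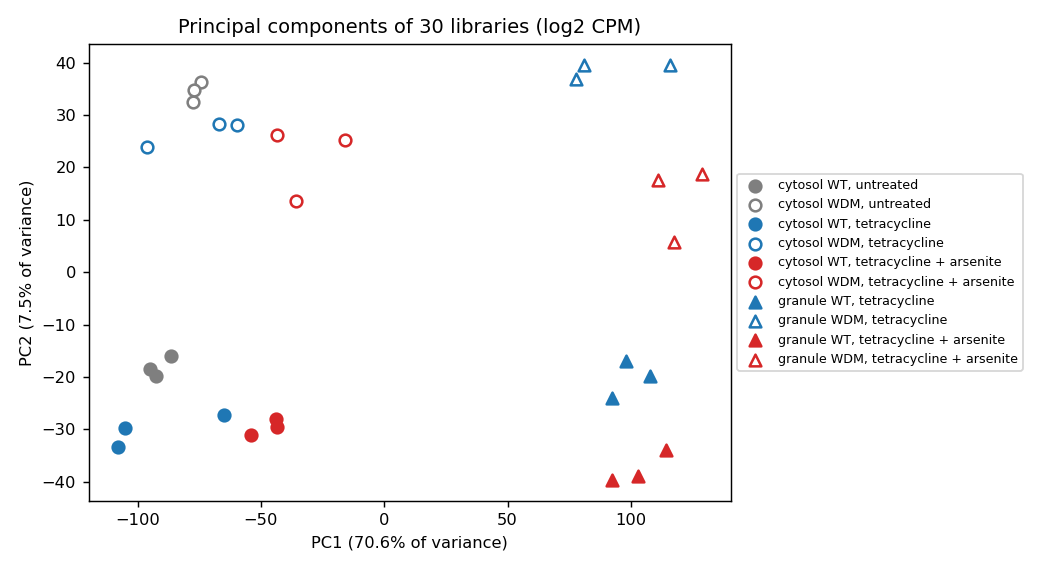
Each point is 1 of the 30 libraries, placed by its scores on the first component (70.6% of variance) and the second (7.54%) of log2 CPM over 18120 genes; shape gives the fraction, fill the line and colour the treatment. Cytosol libraries scored -108 to -15.8 on the first component and granule libraries 77.8 to 129, while WDM libraries scored 5.74 to 39.6 on the second and WT libraries -39.7 to -16.0.

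The transgene was looked at first, as a check of the labels. TIA1 (ENSG00000116001, chromosome 2, 70209444 to 70248660, minus strand) had 3 counts over the 30 libraries and at most 1 in any library. This lies under the floor of 3 counts in untreated and tetracycline-treated libraries alike, so induction was not detectable in this table and the labels could not be checked by it. The annotation places 99.3% of the exon length of TIA1 inside the span of C2orf42 on the same strand (70149885 to 70248615), although only 3.19% overlaps its exons. C2orf42 itself had 5964 counts. The paralog TIAL1 (ENSG00000151923, chromosome 10, 119571802 to 119597029, minus strand) was counted normally. In cytosol it fell with tetracycline from 63.6 ± 6.16 to 35.1 ± 8.22 CPM (SD, n = 3) in WT, a log2 fold change of -0.82 (SE 0.142, edgeR Benjamini-Hochberg adjusted p 0.00419). It fell from 68.9 ± 1.62 to 40.2 ± 7.86 CPM in WDM, a log2 fold change of -0.76 (SE 0.141, edgeR Benjamini-Hochberg adjusted p 0.00337). With arsenite it was back at 59.3 ± 6.16 CPM in WT and 73.9 ± 12.9 CPM in WDM.

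The lines were compared first without tetracycline, which shows how far they differed before the transgene was switched on. Of 16670 genes, 1631 were called between the lines, 698 higher and 933 lower in WDM, with 206 higher and 199 lower by a log2 fold change of at least 1. Fitting only these 6 libraries moved the number most, to 5463. Leaving out 1 of the 6 libraries gave 929 to 1212 genes, the fewest without WT untreated replicate 3. The largest differences were between expression and its near absence. GSTP1 (ENSG00000084207, chromosome 11, 67583742 to 67586656) had 109 ± 1.65 CPM (n = 3) in WDM and at most 1 count in a WT library, at least 345-fold higher (edgeR Benjamini-Hochberg adjusted p 2.78e-17). ZNF804A (chromosome 2, 184598529 to 184939492) was at least 72.9-fold higher and KCNT2 (chromosome 1, 196225779 to 196609225) at least 133-fold higher in WDM, the last relative to a floor of 3 counts that a WT library reached. In the other direction, H3C7 (chromosome 6, 26250142 to 26250635), a gene of the histone H3 family whose copies are nearly identical, was at least 60.4-fold lower in WDM. ZNF738 (chromosome 19), which shares exon sequence with a neighbour on its strand, was at least 21.2-fold lower. LAYN (ENSG00000204381, chromosome 11, 111540280 to 111561745) had 0.142 ± 0.14 CPM in WDM and 14.8 ± 1.15 CPM in WT, a log2 fold change of -6.55 (SE 0.352, edgeR Benjamini-Hochberg adjusted p 4.26e-11); the WDM mean lies under the floor of 0.262 CPM, so the size of this fold is imprecise.

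The effect of tetracycline, which also switches on the transgene, was assessed against untreated cytosol in each line. No line without the transgene was sequenced, so the drug and the induced protein were not separated. In WT 886 genes were called, 488 higher and 398 lower, of which 20 and 79 changed by a log2 fold change of at least 1. This number ranged from 189 to 1766 when 1 library was left out, the fewest without WT untreated replicate 1 and the most without WT tetracycline replicate 1, and it was 220 when only the 6 libraries compared were fitted. In WDM 1050 genes were called, 511 higher and 539 lower, with 59 and 78 at a log2 fold change of at least 1. The leave-one-out range was 422 to 771, with the fewest without WDM untreated replicate 2. Across the 16670 genes, which are not independent replicates, the responses of the lines correlated with Pearson's r 0.492. Both lines called 368 genes in the same direction and 1 in opposite directions. The largest rises in WT were those of LINC01411 (log2 1.25), ZSCAN5A (1.22) and TNFRSF10D (1.06), and the largest falls those of ZC3H6 (-1.64), NOG (-1.46) and SYT1 (-1.41). ZC3H6 was no longer called without WT untreated replicate 1 or WT tetracycline replicate 3. In WDM, LINC02641 (1.36), COL9A2 (1.30) and the histone gene H2BC8 (1.19) rose most, and IFI16 (-2.65), BMP2 (-2.19) and NALT1 (-2.12) fell most. BMP2 lies on chromosome 20, whose genes as a set fell by a median of -0.195 in WDM. LINC02641 was not called without WDM tetracycline replicate 3, and H2BC8 lost its call in 5 of 6 fits that left out 1 library.

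With tetracycline the lines differed at 2108 genes in cytosol, 967 higher and 1141 lower in WDM, with 326 and 156 at a log2 fold change of at least 1. Without WT tetracycline replicate 1 the number was 4573, and without WDM tetracycline replicate 3 it was 1209. Fitting only these 6 libraries gave 852. Of the genes called here, 1052 were also called between the untreated lines, every one in the same direction, and the log2 fold changes of both comparisons correlated across genes with Pearson's r 0.782 and Spearman's rho 0.655. GSTP1 was at least 433-fold higher and ZNF804A at least 103-fold higher in WDM, where a WT library reached the floor of 3 counts for ZNF804A, and the lncRNA KC6 (chromosome 18, 41465783 to 41632185) at least 48.8-fold higher. H3C7 was at least 51.2-fold lower and ZNF738 at least 22.2-fold lower. ZNF22 (chromosome 10, 45000923 to 45005326), of whose exon length most lies opposite another gene, had 0.302 ± 0.124 CPM in WDM, under the floor of 0.376 CPM, and 18.6 ± 0.995 CPM in WT.

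The difference between the lines' tetracycline responses was tested as an interaction. It called 3 genes, and 749 had an unadjusted p under 0.05 (597 to 1624 when 1 library was left out). Leaving out 1 library gave 1 to 4 genes, with 1 in 5 of the 12 fits, those without WT untreated replicate 1 or 2 or any 1 of the WDM untreated replicates. ANOS1 (ENSG00000011201, chromosome X, 8528874 to 8732137) went from 51.1 ± 2.53 to 17.9 ± 1.11 CPM (n = 3) in WDM and from 106 ± 11.6 to 109 ± 11.3 CPM in WT, an interaction of -1.57 on the log2 scale (SE 0.135, edgeR Benjamini-Hochberg adjusted p 2.69e-06). APOLD1 (ENSG00000178878, chromosome 12, 12725917 to 12829975) rose from 59.0 ± 2.52 to 73.7 ± 3.49 CPM in WDM and fell from 31.8 ± 3.05 to 20.9 ± 1.05 CPM in WT, an interaction of 0.91 (SE 0.142, edgeR Benjamini-Hochberg adjusted p 0.0209). ANOS1 was called in all 12 fits that left out 1 library, and APOLD1 lost its call in 6 of them. SSPN (chromosome 12, 26121991 to 26299290), chosen after its values were seen, was the third gene, with an interaction of 1.82 (SE 0.311, edgeR Benjamini-Hochberg adjusted p 0.0495). It lost its call in 11 of the 12 fits that left out 1 library. LRRC7, named by the rule, had an interaction of -1.88 and was not called (edgeR Benjamini-Hochberg adjusted p 0.105).

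Arsenite's effect on cytosol RNA was tested in each line. In WT 4838 genes were called, 2279 higher and 2559 lower, and in WDM 4804, 2345 higher and 2459 lower. At a log2 fold change of at least 1, 727 were higher and 33 lower in WT, and 647 higher and 53 lower in WDM. In WT, leaving out tetracycline replicate 1 gave 7204 genes and leaving out tetracycline replicate 3 gave 2440. In WDM the leave-one-out range was 2490 to 5251, with the fewest without WDM tetracycline replicate 2. Fitting only the groups compared gave 2737 in WT and 1921 in WDM. The balance of rises and falls depended on scaling. With library size alone, the median log2 fold change of all genes in WT was 0.11 rather than -0.02, and 76.7% of the calls were rises rather than 47.1%. The responses of the lines correlated across genes with r 0.823, and 3361 genes were called in both in the same direction and 0 in opposite directions. Across protein-coding genes the responses also rose with gene span, introns included (Spearman's rho 0.337 in WT and 0.35 in WDM). A change in unspliced or nuclear RNA in the cytosol extracts was therefore not separated from the response. EGR1, FOS and FOSB rose most in both lines. EGR1 (ENSG00000120738, chromosome 5, 138465479 to 138469303) rose from 1.49 ± 0.824 to 112 ± 12.3 CPM (n = 3) in WT (log2 6.07, SE 0.21, edgeR Benjamini-Hochberg adjusted p 1.53e-13). In WDM it rose from 1.56 ± 0.258 to 170 ± 38.7 CPM (log2 6.73, SE 0.214, edgeR Benjamini-Hochberg adjusted p 2.79e-14). FOS rose by log2 4.93 in WT and 5.52 in WDM, and FOSB, which lies opposite another gene, by 3.48 and 4.09. Falls were smaller, led in WT by the mitochondrial genes MT-ND6 (log2 -1.39) and MT-ND1 (-0.98) and by C1GALT1C1L (-0.96), and in WDM by BST2 (-1.42), MT-ND6 (-1.24) and HLA-DMB (-1.08). BST2 was not called when only the groups compared were fitted.

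**Figure D2:**
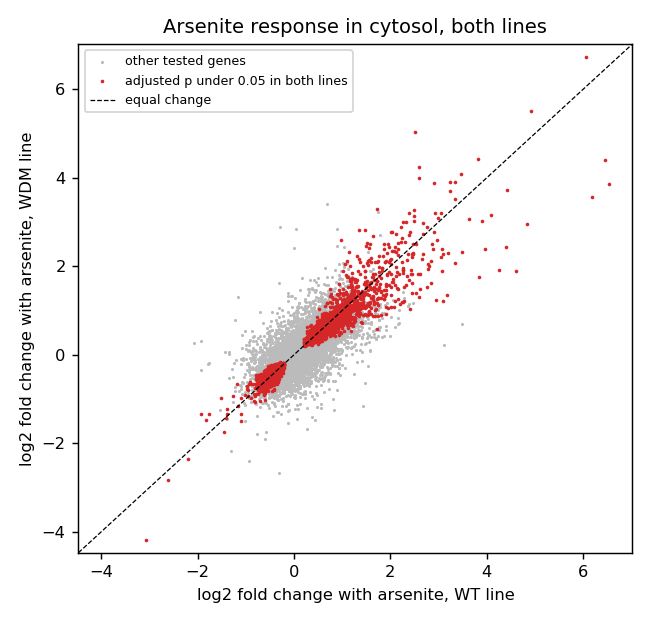
Each point is a gene tested in cytosol, with its log2 fold change after arsenite in the WT line on the horizontal axis and in the WDM line on the vertical axis. Red points are the 3361 genes with an adjusted p under 0.05 in both lines, which all changed in the same direction; the dashed line marks an equal change.

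A list of 20 early arsenite, heat-shock and immediate-early genes gave a separate view of the arsenite response. Of these, 16 were tested, as HSPA6, MT1X, MT1E and SRXN1 had too few counts. HSPA6, MT1X and SRXN1 had a mean of 0 CPM. The share of their exon length inside another gene on the same strand was 1, 1 and 0.9956. As for TIA1, missing counts there cannot be told apart from missing expression. In WT 13 were called higher and 0 lower, the same number adjusted over the list alone, with a median log2 fold change of 0.73 (camera p 1.06e-12, Benjamini-Hochberg adjusted over the 10 list tests 5.30e-12). In WDM 14 were called higher and 0 lower, again the same number adjusted over the list alone, with a median of 0.92 (camera p 7.65e-15, Benjamini-Hochberg adjusted 7.65e-14). With an estimated correlation between genes the camera p rose to 0.00113 and 0.000571, and fry gave 1.02e-09 and 2.79e-10. HMOX1 was not called in either line, at log2 0.14 in WT and 0.20 in WDM. HSPA1A rose by 0.50 in WT and 0.46 in WDM and HSPA1B by 0.52 and 0.42, but these genes are near-identical copies whose reads can be assigned to either. Tetracycline had changed HSPA1A by log2 -0.75 in WT and -0.54 in WDM, and HSPA1B by -0.69 and -0.63. With arsenite HSPA1A had 57.9 CPM in WT and 56.5 in WDM, against 64.5 and 57.2 untreated. HSPA1B had 654 and 617 CPM, against 689 and 681. These rises therefore did not exceed the untreated level. The calls of GADD45B, HSPA1A and MT2A in WT, and of HSPA1A, HSPH1 and MT2A in WDM, were lost in at least 1 fit that left out a library.

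Under arsenite the lines differed at 1726 cytosol genes, 830 higher and 896 lower in WDM, with 236 and 154 at a log2 fold change of at least 1. Leaving out 1 library gave 1094 to 2205, the fewest without the WT arsenite replicate 3. GSTP1 was at least 343-fold higher and KC6 at least 82.9-fold higher in WDM, and H3C7 at least 76.5-fold and ZNF738 at least 39.4-fold lower. ZNF804A had 67.9 ± 6.08 CPM in WDM and 0.288 ± 0.201 CPM in WT. The interaction of arsenite and line in cytosol called 0 genes. For this interaction 331 genes had an unadjusted p under 0.05, and 256 to 1014 when 1 library was left out. COL5A2, NFIL3 and F12 had its smallest p-values, with interactions of -0.65, 0.67 and -0.84 (edgeR Benjamini-Hochberg adjusted p 1 for each).

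**Figure D3:**
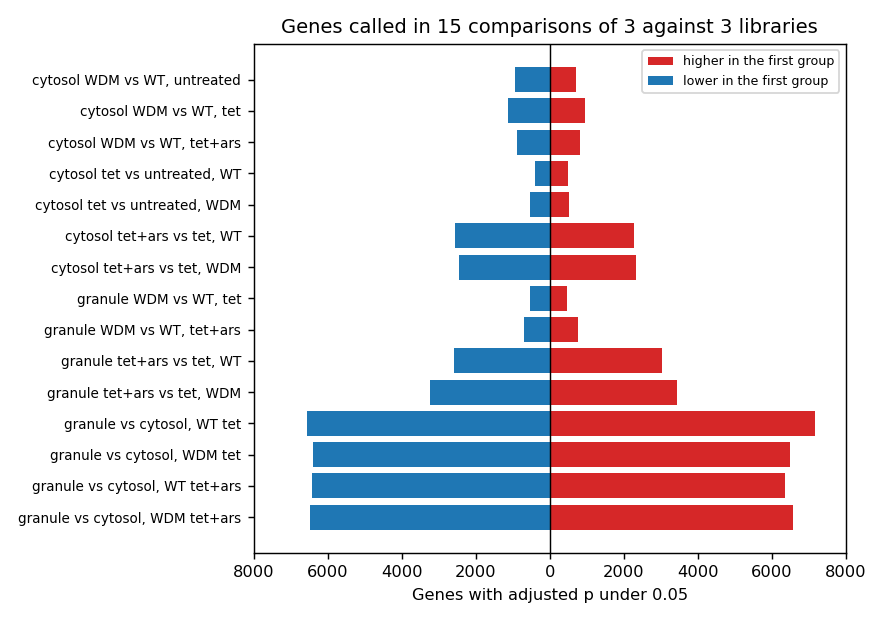
Bars give the number of genes with an adjusted p under 0.05 in each of the 15 comparisons between a pair of groups, to the right for genes higher in the first group named and to the left for genes lower; tet is tetracycline and ars arsenite. Comparisons between granule fraction and cytosol call 12797 to 13731 genes and those of the tetracycline effect 886 and 1050.

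The granule fraction was compared with cytosol within each line and treatment, which asks which transcripts the pull-down holds. Of 18141 genes, 13731 were called in tetracycline-treated WT cells, 7165 higher and 6566 lower in the granule fraction. In WDM cells 12899 were called, 6496 higher and 6403 lower. With arsenite, 12797 were called in WT (6358 higher, 6439 lower) and 13065 in WDM (6586 higher, 6479 lower). At a log2 fold change of at least 1, from 3618 to 5230 genes were higher and from 3849 to 4299 lower. The first of these numbers moved most, to 12203, when only the 6 libraries compared were fitted. The enrichments of the lines correlated across genes with r 0.95 without arsenite and 0.949 with it. Without arsenite 12128 genes were called in the same direction in both lines and 2 in opposite directions, and with arsenite 11345 and 9.

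The nuclear lncRNA NEAT1 (ENSG00000245532, chromosome 11, 65422774 to 65445540) was among the most enriched transcripts. It had 1987 ± 598 CPM (n = 3) in the granule fraction and 77.3 ± 47.5 CPM in the cytosol of tetracycline-treated WT cells (log2 4.65, SE 0.363, edgeR Benjamini-Hochberg adjusted p 3.37e-11). With arsenite it had 2283 ± 116 and 180 ± 35.6 CPM in WT (log2 3.67) and 2101 ± 397 and 215 ± 52.4 CPM in WDM (log2 3.23). The repeated 5_8S_rRNA gene was at least 26.0-fold higher in the granule fraction in WT, and MIR3648-2, inside the rRNA repeat unit, was higher by log2 4.91 in WT and 4.69 in WDM; both have near-identical copies. LINC02112 (log2 4.03) and C1QTNF7-AS1 (3.96) followed in tetracycline-treated WDM cells. With arsenite, CYP4F26P was higher by log2 3.09 in WT and 3.42 in WDM, KMT2A by 3.03 in WT and KMT2D by 3.33 in WDM. The strongest depletions were of short transcripts. RN7SL3 (ENSG00000278771, chromosome 14, 49853616 to 49853914), a copy of the 7SL RNA gene, had 2.28 ± 0.835 CPM in the granule fraction and 171 ± 16.5 CPM in the cytosol of arsenite-treated WT cells (log2 -6.20, SE 0.215, edgeR Benjamini-Hochberg adjusted p 8.98e-19). In arsenite-treated WDM cells it was lower by a log2 fold change of -5.79, and RN7SL4P by -4.95. The processed pseudogene RPL21P75 was depleted with log2 fold changes of -4.69 and -3.67 without arsenite and -5.47 and -4.95 with it, in WT and WDM. RPL21P28 (-4.20, -3.82 and, in arsenite-treated WT, -5.05), SNRPGP2 in WDM (-3.47) and OOEP in WT (-4.16) completed the set. Reads of the 7SL copies and of these pseudogenes can stem from their parent genes.

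A pair of short lists, of long transcripts usually described as granule-rich and of abundant housekeeping transcripts, was set against these enrichments. Of 12 granule-rich transcripts 11 were tested. PEG3 was not, with a mean of 0 CPM and all of its exon length inside another gene on the same strand. Their median log2 fold change was 1.52 in WT and 1.06 in WDM without arsenite and 1.58 and 1.30 with it (camera p 0.00543, 0.00516, 2.64e-05 and 0.000373; Benjamini-Hochberg adjusted over the 10 list tests 0.00543, 0.00543, 5.28e-05 and 0.000466). Of these 9, 9, 10 and 10 were called higher and 1, 1, 0 and 1 lower. Adjusted over the list alone the numbers were the same, except that 2 were lower in WT without arsenite. AHNAK (ENSG00000124942, chromosome 11, 62433542 to 62556235) had 1033 ± 406 CPM (n = 3) in the granule fraction and 164 ± 66.7 CPM in cytosol in WT without arsenite (log2 2.64, SE 0.361, edgeR Benjamini-Hochberg adjusted p 8.01e-07). NORAD (chromosome 20, 36045618 to 36051018) was not called without arsenite, at log2 -0.40 in WT and -0.19 in WDM, and was higher by 1.35 and 1.14 with it. TFRC was lower in WT and WDM without arsenite (log2 -1.13 and -0.83) and in WDM with arsenite (-0.62), where it lost its call without WDM arsenite cytosol replicate 2. The 12 housekeeping transcripts had medians of -1.86 and -1.62 without arsenite and -2.01 and -2.01 with it (camera p 3.83e-05, 4.5e-05, 4.01e-06 and 2.71e-06; Benjamini-Hochberg adjusted 6.38e-05, 6.43e-05, 1.00e-05 and 9.03e-06). In each of the 4 comparisons 11 were called lower and 1 higher, the same adjusted over the list alone. The 1 higher gene was LDHB, at a mean of 0.694 CPM over all libraries and with 88% of its exon length shared with another gene; as it is the highest of the list, the exact size of its change has no bearing on the median. Its call was lost in at least 1 fit that left out a library in 3 of the 4 comparisons. GAPDH was lower by -2.47 and -2.00 without arsenite and -3.24 and -3.08 with it. By fry all 8 list tests kept a p under 0.05, and with an estimated correlation between genes none did (p 0.0849 to 0.242).

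Enrichment in the granule fraction rose with transcript length. Spearman's rho across 18092 genes was 0.224 ± 0.0254 in WT and 0.243 ± 0.0258 in WDM without arsenite, and 0.346 ± 0.0269 and 0.282 ± 0.0308 with it, where the SD is over replicates. Among 13584 protein-coding genes it was 0.453, 0.477, 0.551 and 0.481, and with gene span, introns included, in place of transcript length it was 0.602, 0.633, 0.556 and 0.505. Without the low-count filter it dropped most, to 0.0551, 0.0665, 0.101 and 0.0751. In protein-coding genes of WT without arsenite, the median log2 fold change went from -1.61 in the shortest of 10 equal groups of genes, with a median length of 1221 nt, to 1.12 in the longest, with 10137 nt.

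**Figure D4:**
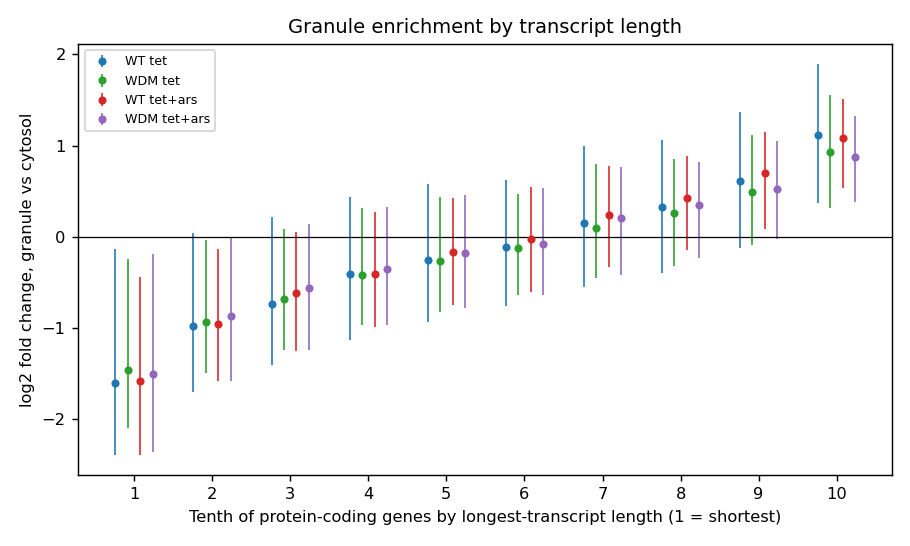
Points are median log2 fold changes of granule fraction against cytosol, and bars the middle quartiles, for 10 equal groups of the 13584 protein-coding genes ordered by the length of their longest transcript; colours give line and treatment. In WT without arsenite the medians rise from -1.61 to 1.12.

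Arsenite's effect on the granule fraction was tested within the 12 granule libraries. In WT 5620 genes of 18366 were called, 3032 higher and 2588 lower, with 954 and 541 at a log2 fold change of at least 1. Leaving out WT tetracycline replicate 3 moved this number most, to 3157. In WDM 6675 were called, 3429 higher and 3246 lower, with 1310 and 772 at a log2 fold change of at least 1. The responses of the lines correlated across genes with r 0.726, and 3635 genes were called in both in the same direction and 0 in opposite directions. EGR1 rose from 8.64 ± 3.77 to 248 ± 25.3 CPM (n = 3) in WT (log2 4.96, SE 0.234, edgeR Benjamini-Hochberg adjusted p 3.35e-14) and from 5.70 ± 1.22 to 323 ± 19.8 CPM in WDM (log2 5.79). FOS rose by log2 3.66 in WT and 4.22 in WDM, C12orf50 by 2.85 in WT and EGR3 by 3.96 in WDM. PLEC (ENSG00000178209, chromosome 8, 143915153 to 143976734) fell from 1130 ± 553 to 139 ± 12.5 CPM in WT (log2 -3.02, SE 0.264, edgeR Benjamini-Hochberg adjusted p 3.13e-08). SPTBN1 fell in WT (log2 -2.54) and SYNE2 in WDM (-2.65), as did RN7SL3 in both (-2.58 and -3.04) and RN7SL4P in WDM (-2.72). The interaction of arsenite and line had 2329 genes at an unadjusted p under 0.05, and 1285 to 3661 when 1 library was left out. It called 0 genes, and 5 genes without WT tetracycline replicate 3. KMT2B, MUC16 and GPR180 had its smallest p-values, with interactions of 1.19, 1.35 and -1.18 (edgeR Benjamini-Hochberg adjusted p 0.173, 0.188 and 0.252).

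Whether arsenite acted differently on the fractions was tested as an interaction of fraction and arsenite. In WT it called 5704 genes, 2180 positive and 3524 negative, and in WDM 4386, 1390 positive and 2996 negative. The median interaction of all genes was -0.21 in WT and -0.17 in WDM, and the calls are relative to 0 rather than to that median. The number in WT moved most, to 4309, without WT tetracycline granule replicate 3. In WT the smallest p-values belonged to POFUT1 (log2 1.94), DPY19L1 (2.23) and DENND11 (1.69). DPY19L1 (ENSG00000173852, chromosome 7, 34928876 to 35038271) went from 83.0 ± 6.13 to 254 ± 58.2 CPM (n = 3) in the granule fraction (interaction SE 0.211, edgeR Benjamini-Hochberg adjusted p 1.53e-07). In WDM they belonged to RN7SL3 (-2.71), SNHG1 (-2.23) and CEP295 (-1.66). SNHG1 (ENSG00000255717, chromosome 11, 62851984 to 62855953) went from 90.4 ± 8.96 to 32.0 ± 5.99 CPM in the granule fraction (interaction SE 0.219, edgeR Benjamini-Hochberg adjusted p 3.37e-07). TIAL1 had negative interactions in both lines, -1.33 in WT and -1.38 in WDM. Its granule enrichment was log2 1.71 and 1.42 without arsenite and 0.38 and 0.04 with it; the 0.38 in WT lost its call in 5 fits that left out 1 library.

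The lines were then compared within the granule fraction. This comparison keeps every difference between the lines that was also present in cytosol, so it does not isolate an effect of the mutation. With tetracycline 1019 genes were called, 478 higher and 541 lower in WDM, with 269 and 244 at a log2 fold change of at least 1. Leaving out 1 library gave 570 to 1330 genes, the fewest without WDM tetracycline replicate 3. With arsenite 1460 were called, 755 higher and 705 lower, with 355 and 197 at a log2 fold change of at least 1. Without WT arsenite replicate 1 the number was 569, and without WT arsenite replicate 2 it was 1719. Their relation to the differences in cytosol was mixed. Across 16159 genes, Pearson's r between fractions was 0.75 without arsenite and 0.793 with it, but Spearman's rho was 0.442 and 0.546, and 62% and 67.2% of genes had the same sign. Of the called genes, 610 and 712 were called in both fractions in the same direction and 0 in opposite directions. Within the granule fraction, the differences without and with arsenite had a Pearson's r of 0.619, a Spearman's rho of 0.267 and the same sign in 55.8% of genes. GSTP1 was at least 29.8-fold higher in WDM without arsenite and at least 43.7-fold higher with it. ZNF804A had 278 ± 33.3 CPM (n = 3) in WDM and 1.68 ± 0.614 CPM in WT without arsenite (log2 7.53, SE 0.249, edgeR Benjamini-Hochberg adjusted p 2.9e-18), and DOK6 followed at log2 7.28 without arsenite and 7.35 with it. ZNF738 was at least 35.7-fold and 96.3-fold lower and ZNF22 at least 18.0-fold and 57.0-fold lower, without and with arsenite; for the 57.0-fold a WDM library reached the floor of 3 counts. STS, without arsenite, and ZNF486, with it, were lower by log2 fold changes of -4.78 and -4.79.

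The last interaction asked whether granule enrichment under arsenite differed between the lines, beyond the difference already present in cytosol. It called 1 gene, and 1200 had an unadjusted p under 0.05. That second number was 396 to 1902 when 1 library was left out. With GC offsets, added after the data had been seen, it was 441. CALCB (ENSG00000175868, chromosome 11, 14904997 to 15082342) had 24.0 ± 6.47 CPM (n = 3) in the WDM granule fraction against 11.6 ± 1.49 CPM in WDM cytosol, and 5.40 ± 1.01 CPM against 8.55 ± 0.934 CPM in WT. The interaction was 1.64 on the log2 scale (SE 0.255, edgeR Benjamini-Hochberg adjusted p 0.0086), and 0 genes were called without WT arsenite granule replicate 3, where 1 to 2 were called in the other fits that left out 1 library. S100A13 and ZFPM1 had the next smallest p-values, at 1.21 and 1.29, and were not called (edgeR Benjamini-Hochberg adjusted p 0.741 for each).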

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

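The flagged interactions were set before the data were examined. The tests of explanations in this part were chosen only after the result was seen. Exceptions are the 2 tests of unspliced RNA, whose predictions were written before they were run.

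The tetracycline response differed between the lines at 3 genes, by a test of the interaction. Among 40 drawn splits of the 12 libraries, 6 gave as many genes, and the largest other split gave 833. Such splits put part of the difference between groups into the contrast or into the spread within groups. They can therefore set the bar too high or too low, and the median of the other splits was 0 genes. For ANOS1 a low count was weighed as a technical explanation; its lowest count in a library was 143, which argues against it. APOLD1 and SSPN stay open, since a result of this size arose in other splits as well. The mutation itself and any other difference between the lines remain untested as biological explanations, because each genotype is represented by 1 line.

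Arsenite acted differently on the granule fraction and the cytosol at 5704 genes in WT and 4386 in WDM. The real split was the only 1 of 40 drawn splits to give as many, in WT and in WDM, and the largest other splits gave 4083 and 4050. A split that mixes groups adds their difference to the spread within groups, and the median of the other splits was 0 calls in each line. The real split's lead was therefore nearly fixed in advance and decides little. A smaller share of unspliced RNA in the pellet after arsenite would act through gene span. With span trends removed, 4491 of the WT genes and 3376 of the WDM genes were still called in the same direction, which argues against this as the whole explanation. A part of the pattern stays open to it. Removing span trends moved the median of all genes in WT from -0.21 to -0.05, and 9 nuclear lncRNAs had median interactions of -1.47 in WT and -0.97 in WDM, at percentiles 0 and 0.16 of 10000 random lists. Within the granule fraction itself, arsenite moved the same lncRNAs by medians of only -0.46 in WT (percentile 1.03) and -0.28 in WDM (percentile 11.3). Spearman's rho of the arsenite effect with gene span, across genes that are not independent replicates, was 0.337 in WT and 0.35 in WDM cytosol and -0.154 and -0.101 in the granule fraction. A rise in cytosol therefore contributes to these interactions, and they do not by themselves show less nuclear RNA in the pellet. Removing GC trends left 2888 in WDM called in the same direction. A single shift of all genes from scaling would give calls of 1 sign, but 2180 of the WT calls were positive against a negative median. A change in what the pull-down captures when granules form could produce these differences and stays open as a hypothesis, since the same data raised it. The pull-down was done through the GFP tag in both conditions, so the amount of tagged protein captured was not separated from the RNA bound to it.

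Granule enrichment under arsenite differed between the lines at 1 gene, CALCB. Of 40 drawn splits, 7 gave as many genes, and the largest other split gave 995. A GC-dependent trend was tested because the lines' granule libraries differed in it; with GC offsets the interaction was still 1.58 (SE 0.251, edgeR Benjamini-Hochberg adjusted p 0.0158), which argues against that explanation. The share of splits leaves open that the call arose from which libraries were grouped, and the mutation was not separated from other differences between the lines.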

How the results depend on the processing

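The GC-trend and gene-span-trend offsets were added after the data had been seen, and the tests that use GC offsets were chosen only after the result was seen.

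Of 2851 alternative values of 225 named results, 2790 kept direction and side of the threshold, 48 were weaker and 13 stronger, and 0 reversed. Leaving out a library accounted for 42 of the weaker and 4 of the stronger ones. The weaker ones belonged to 17 named results. The named results were genes picked by the rule in these same data, or TIAL1 and list members already called. Their stability is therefore partly built in and does not extend to the numbers of called genes.

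Leaving out 1 library at a time gave these ranges of called genes. Between the lines in cytosol: 929 to 1212 untreated, 1209 to 4573 with tetracycline and 1094 to 2205 with arsenite. Tetracycline: 189 to 1766 in WT and 422 to 771 in WDM. Arsenite in cytosol: 2440 to 7204 in WT and 2490 to 5251 in WDM. Between the lines in granules: 570 to 1330 with tetracycline and 569 to 1719 with arsenite. Arsenite in granules: 3157 to 5418 in WT and 5063 to 6415 in WDM. Granule fraction against cytosol: 13053 to 13848, 12031 to 12731, 11809 to 12581 and 12143 to 12731. Interactions: tetracycline and line 1 to 4, arsenite and line 0 to 0 in cytosol and 0 to 5 in granules, fraction and arsenite 4309 to 6079 in WT and 3134 to 4561 in WDM, fraction and line 0 to 2. Each such fit has 1 library fewer; beyond that, the cause was not tested.

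Fitting only the groups compared gave 5463 genes between the untreated lines (1575 shared with the full fit), 852 between the tetracycline-treated lines (849 shared), 220 for tetracycline in WT (214), and for arsenite in cytosol 2737 in WT (2690) and 1921 in WDM (1898). For tetracycline in WDM the same fit gave 1161 against 1050. Chi-square per degree of freedom between replicates reached 3.65 in untreated WT and 2.05 in untreated WDM cytosol. With tetracycline it reached 24.2 in WT and 15.8 in WDM. A shared estimate of spread can therefore be too wide for untreated groups and too narrow for tetracycline-treated ones. Whether this moved the counts was not tested. The interaction of tetracycline and line called 14 genes without the low-count filter, 6 with the replicate block and 8 with DESeq2, each including the 3. The interaction of arsenite and line in granules called 44 genes without the filter and 8 with DESeq2; the cause was not tested.

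The share of rises among calls moved by over 10 points in several fits. With library size alone it was 76.7% for arsenite in WT cytosol (47.1% with TMM), 66.8% in WDM (48.8%), 56% between the tetracycline-treated lines (45.9%), 43.9% for tetracycline in WT (55.1%) and 66% between the lines in arsenite granules (51.7%). Without the filter it was 60.5% between the untreated lines (42.8%), and for the interaction of fraction and arsenite 58.3% in WT (38.2%) and 43% in WDM (31.7%). DESeq2 gave 65.2% and only the groups compared 44.5% for tetracycline in WT, and only the groups compared 60.2% for arsenite in WDM cytosol. Span offsets, chosen after seeing the data, gave 54.8% in WT and 45.4% in WDM for the interaction of fraction and arsenite, with 5340 and 4149 genes, and GC offsets gave 45.7% in WDM, with 3755.

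Granule counts with GC offsets, chosen after seeing the data, were 1080 and 1190 between the lines without and with arsenite, and 6208 in WT and 6527 in WDM for arsenite. With the block as well, the last was 6250.

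Replicate numbers paired the libraries in 2 of 15 comparisons. There the block gave 6469 genes for arsenite in WDM granules and 13228 between the fractions of arsenite-treated WDM cells. In the other comparisons the correlations of same-numbered libraries ran from -0.23 to 0.361, with at least 1 of 3 at or under 0.1. Where they do not pair, the block gave the 6 genes above, and it moved the other counts by less than 1.5 times, for example to 2109 between the untreated lines, 2852 between the tetracycline-treated lines, 1290 for tetracycline in WT and 5896 for arsenite in WT cytosol. Among the named results it gave LRRC7 a call and changed no other call.

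Spearman's rho of granule enrichment and length moved by more than the replicate SD in 12 fits: with protein-coding genes 0.453, 0.477, 0.551 and 0.481, without the filter 0.0551, 0.0665, 0.101 and 0.0751, and with median transcript length 0.126, 0.13, 0.21 and 0.181. The cause was not tested. With an estimated correlation between genes, the granule-rich list with medians of 1.52, 1.06, 1.58 and 1.30 had camera p 0.242, 0.239, 0.0849 and 0.139, and the housekeeping list with medians of -1.86, -1.62, -2.01 and -2.01 had 0.139, 0.142, 0.1 and 0.0949. A larger correlation widens the variance of every such test. The values used here (0.476 and 0.615) were estimated from these libraries, so the preset correlation can overstate the evidence for both lists. The stress list, with an estimate of 0.149, kept camera p 0.00113 in WT and 0.000571 in WDM. The alternatives for TIA1 expression gave no value, since TIA1 had 3 counts. Depth limits genes near the floor of 0.109 to 0.508 CPM, and bounds on folds are given where every library of the lower group had 3 counts or fewer. LAYN in untreated, ZNF22 in tetracycline-treated and ZNF804A in arsenite-treated cytosol exceeded 3 counts in a library of the lower group, so no bound was computed, and their values near the floor are imprecise.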

Other observations

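The tests in this part were chosen only after the result was seen, except the test of chromosome 20 for GC and length trends. The replicate block and the interactions of arsenite and line, also cited here, were set before the data were examined.

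TIA1 had 3 counts over all libraries. Reads dropped where gene spans overlap on one strand would silence nested genes in general, and they did: among 322 protein-coding genes lying inside another gene's span on the same strand the highest mean was 0.187 CPM, while 61.5% of 8987 genes without overlap and 38.4% of 1048 nested on the opposite strand exceeded 1 CPM. This is consistent with counting over whole gene spans. Whether TIA1 was expressed cannot be told apart from its absence here, since the 3 counts would arise either way.

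The lines differed in cytosol with tetracycline in part as they did before it, since 1052 of 2108 genes were also called in the same direction without tetracycline. A difference between the lines that precedes induction is consistent with this. Transgene expression without tetracycline cannot be told apart from it, because the highest TIA1 count in an untreated library was 1 and the gene is not countable.

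Some of the genes lower in WDM lay in blocks. Of 251 windows of 10 Mb, 6 were lower in untreated cytosol, on chromosome 16 (10000001 to 40000000, medians -0.467, -0.456 and -0.502), chromosome 8 (1 to 20000000, -0.33 and -0.396) and chromosome 3 (190000001 to 200000000, -0.522). In the opposite direction, 1 window was higher, on chromosome 20 (1 to 10000000, 0.305). In arsenite-treated cytosol, libraries not used to choose the windows, 94.6% of the 352 genes in the 6 clearly lower windows were lower. Elsewhere 47.1% were, so a few genes per block do not account for it. Fewer copies of these segments could, and no DNA was measured.

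Chromosome 20 was lower in WDM after tetracycline, by a median of -0.195 over 426 genes, with 13 of 13 windows of 5 Mb lower. Removing GC and length trends left -0.203, and the WT line showed 0.0172, which argue against such trends and against tetracycline itself. Fewer copies of chromosome 20 in the induced WDM cultures would lower every window, so the 13 windows are consistent with it, as a hypothesis. Against WT, 8 of the 13 windows were lower before tetracycline and 10 with it, and the first 10 Mb stayed higher, with medians of 0.305 untreated, 0.124 with tetracycline and 0.0769 with arsenite. The mean offsets per group were -0.109 ± 0.0175 in untreated WDM, -0.272 ± 0.0512 with tetracycline and -0.267 ± 0.0582 with arsenite.

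Between the lines, granule libraries under arsenite differed with GC content (Spearman's rho across genes 0.461; genes are not independent replicates). With GC offsets 970 of the 1460 genes were called in the same direction, which argues against the trend as the whole explanation. Library preparation could produce the trend. It cannot be told apart from the line, as the lowest WDM library exceeded the highest WT library by only 0.0062. Between the lines rho was -0.194 in granule libraries without arsenite. In cytosol it was -0.0388 untreated, 0.0656 with tetracycline and -0.072 with arsenite. A GC difference of the lines that is the same in every condition was therefore not seen, while one confined to granules under arsenite stays open.

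Nuclear lncRNAs were enriched in the granule fraction. Nuclear RNA in the pellet predicts this for lncRNAs whose values had not been seen, and the lowest of 4 medians over 6 such genes was 1.18, above 99.1% of 10000 random lists. Intronic reads of long genes could mimic the length relation, but among 315 intronless genes the lowest rho was 0.422, which argues against them as the whole relation. A contribution stays open, because rho with gene span (0.602, 0.633, 0.556 and 0.505) exceeded rho with transcript length in all 4 comparisons.

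Other splits of the libraries gave these numbers. A split that mixes the compared groups adds their difference to the spread within groups. Such a split tends to call few genes, so a lead of the real split decides little. For 14 of the 15 comparisons of 3 against 3 libraries, only the real split, 1 of 10, gave as many genes, and with 10 splits the share is never under 0.1. Between the tetracycline-treated lines 2 of 10 splits did. The other one set WT replicate 1 with WDM replicates 1 and 3 and gave 4972 genes, and with the replicate block the real comparison gave 2852. On the first principal component these libraries scored -65.0, -59.6 and -67.1. WT replicates 2 and 3 and WDM replicate 2 scored -105, -108 and -96.1. The nuclear lncRNAs NEAT1 and MALAT1, chosen here after their values were seen, followed the same division. NEAT1 had 132.1, 168 and 153.5 CPM in the first set and 46.7, 53.2 and 63.8 CPM in the second. MALAT1 had 363.4, 471.5 and 392.5 CPM against 156.9, 143.9 and 257.7 CPM. The counts for tetracycline and for arsenite in cytosol use the same libraries, so this division enters them too. What made the libraries differ in this way was not tested. In the 2 comparisons whose numbers pair the libraries, the real split parts all 3 pairs, and the splits that part fewer pairs keep paired libraries together. The interaction of arsenite and line called 0 genes, so 40 of 40 drawn splits gave as many in cytosol and 40 of 40 in granules. A count of 0 makes this share certain, so it decides nothing. The largest other split gave 2993 genes in cytosol and 466 in granules. In the real split 331 and 2329 genes had an unadjusted p under 0.05.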
